A study of Mus musculus with 3 samples. Its data were reported in "Diet-induced obesity mediated through estrogen-related receptor α is independent of intestinal function" (2025).

How the data were processed

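Villus cells of the duodenal epithelium of wild-type mice were cross-linked, their chromatin was sheared, and ESRRA ChIP-seq was carried out in 2 libraries, with 1 library of input chromatin. The libraries were grouped by their titles as ESRRA ChIP and input. As the study describes it, the authors aligned paired-end reads to the mouse genome mm9 with bowtie2, merged both ChIP libraries with Samtools and called peaks on the merged reads with MACS2 at a p-value of 1e-05. For part of the processing the study refers to earlier work, which was not used here, so that any list of excluded regions or filter for repeated sequence, and how the peaks came to have one width, are unknown here.

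The deposited values were the start and end of each peak in base pairs, with no other measurement: each row held 3 columns, a chromosome, a start counted from 0 and an end. Coordinates are given below counted from 1. Since the authors called peaks on pooled libraries, replicates could not be compared, and read depth per sample is unknown from this list. The pooling gives more reads per peak but hides peaks present in one library alone, and a peak just past the threshold counts the same as a strong one. Wilson intervals at the 95% level cover counting error between peaks only, not the error between animals, and neighbouring peaks can come from one source, so that tests over peaks overstate the number of independent units.

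The genome sequence was mouse NCBI build 37, which is the build called mm9, with GENCODE annotation version M1. The midpoint of each peak lay within its chromosome in this build, and the end of 1 peak lay past it, on chromosome 18. The annotation held 37273 genes, 95458 transcripts and 86842 distinct start sites on the 21 chromosomes. Each peak was classed by its midpoint, in the order promoter (within 1 kb of a start site), coding exon, untranslated exon, other exon, intron and intergenic.

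The copy number of each 24-base word of a peak was counted on both strands of the whole genome sequence, and a peak with a median above 10 copies was called multi-copy. The genome sequence carried no marking of repeats, so repeat families were not named. Control windows for this count were placed 20 kb away. Peaks per chromosome were compared with chromosome length by a Monte Carlo goodness-of-fit test with 100000 multinomial draws and by two-sided exact binomial tests with Benjamini-Hochberg adjustment. Neighbouring peaks were compared with 10000 random placements on the same chromosome between its first and last peak, and promoter peaks with 1000 random placements over the chromosome, both one-sided. A run was a series of peaks each at most 30 kb from the next.

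Sequence motifs were matched exactly on both strands. The background was flanking windows of the peak's width 2 kb away on each side, without those that touched another peak, an assembly gap or the end of a chromosome, which left 3107. Up to 5 windows per peak matched on GC content, in bins of 1%, and on distance to a start site (up to 1 kb, up to 10 kb, farther) gave 8186 windows; 2 peaks had fewer than 5. Shares were compared by two-sided Fisher's exact tests. Among 12 sequences chosen from general knowledge of binding sites, a reversed form of the ESRR sequence served as a negative control. Every 8-base word present in the central 101 bases of at least 10 single-copy peaks was also compared with matched windows.

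The share of genes with a start site within 30 kb and within 1 kb of a single-copy peak was computed for 6 lists of protein-coding genes: subunits of oxidative phosphorylation, mitochondrial ribosomal proteins, tricarboxylic acid cycle enzymes, genes of dietary lipid absorption, cytosolic ribosomal proteins, and brush-border and other enterocyte genes outside lipid handling. The lists were written by hand or by symbol, without reference to expression data, and 4 genes were in more than 1 list. A gene symbol with more than 1 gene record was counted once. Each was compared with 10000 random lists matched on promoter GC content (10 bins) and on the number of start sites within 100 kb (5 bins), one-sided, with Benjamini-Hochberg adjustment over the 12 tests.

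The rule for the peaks named in the text, fixed before the data were examined, was the 5 widest peaks, the 5 densest stretches of 100 kb, every peak outside the autosomes and X, and the peaks nearest to Abhd11, Cox7a2 and Esrra. Because every peak has the same width, no widest peaks could be chosen. The tests for chromosomes, neighbours, promoters and the ESRR sequence, and most alternatives to them, were also fixed before the data were examined. The copy number measure, the matched windows, the gene lists, the runs, and the position of and bases around AAGGTCA were chosen after the peak list was seen.

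The functions were tested on simulated data before use. Of 100 simulated lists of 1600 randomly placed peaks, 3 passed 0.05 in the test of neighbours, 5 in the test of promoters and 5 in the test of chromosomes. All 300 planted promoter peaks were found, all 100 lists with a doubled rate on chromosome 11 were called, all 200 planted motifs were found, and a block pasted 15 times was counted with 15 copies. The work was done with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9 and samtools 1.23.1.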

Results

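ChIP-seq for ESRRA, the estrogen-related receptor alpha, was carried out on villus cells of the duodenum of wild-type mice to find the genomic regions to which this nuclear receptor binds. ESRRA is a transcription factor that binds DNA as a monomer or a dimer, at an extended half-site written as TCAAGGTCA. The series holds 3 libraries: 2 ChIP libraries made with an antibody against ESRRA and 1 input library of sheared chromatin that was not immunoprecipitated. The measurement available here was 1 list of peaks, which the authors called on both ChIP libraries after merging them. There was therefore no replicate error for any value below. The units of each test were peaks, genes or sequence windows and not animals, and neighbouring peaks were not independent of each other. Read depth, peak height and a p-value for each peak were not analysed here, so that every peak counted the same.

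The list held 1639 ESRRA peaks on all 21 nuclear chromosomes of the mm9 genome, the 19 autosomes, X and Y. Every peak was 601 bp wide, and a width of 601 bp was the only one in the list. The width thus did not measure the extent of binding, and the planned comparison of width between peaks with and without a neighbour could not be made. The peaks covered 985038 bases, or 0.0371% of these chromosomes. Only 1 pair of neighbouring peaks overlapped. Joining peaks less than 1 kb apart gave 1556 regions, and joining those less than 30 kb apart gave 1241 regions. A single peak, on chromosome 18 from 90771522 to 90772122, ended 91 bases beyond the end of the chromosome, with its midpoint 209 bases inside it.

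The DNA sequence of each peak was first examined for its copy number in the genome, because reads from repeated sequence cannot be assigned to one place. A peak was called multi-copy where the median of its 24-base words occurred more than 10 times in the genome, and single-copy otherwise. By this measure 324 peaks, or 19.8% (95% Wilson interval 17.9 to 21.8%), were multi-copy. Among windows of the same width placed 20 kb away, 124 of 1630 (7.61%) were multi-copy, which was fewer (odds ratio 2.99, two-sided Fisher's exact test p = 1.6e-24). The median copy number of the words was 1217 in multi-copy peaks and 1 in the other 1315 peaks. Of the multi-copy peaks, 175 had a median of more than 1000 copies. The median GC content was 38.9% in multi-copy and 50.4% in single-copy peaks.

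The first planned comparison asked whether peaks were spread over the chromosomes in proportion to chromosome length. They were not (chi-square 180, Monte Carlo goodness-of-fit test, p = 1e-05, the smallest value that 100000 draws can give). In two-sided exact binomial tests with Benjamini-Hochberg adjustment over the 21 chromosomes, 11 chromosomes differed from their expected number at an adjusted p under 0.05, of which 4 had more peaks and 7 had fewer. Chromosome 11 held 137 peaks where its length gave 75.2, which was 1.82-fold higher (exact binomial test, adjusted p = 4e-10). Chromosome 19 held 62 peaks against 37.9 expected, 1.64-fold higher (exact binomial test, adjusted p = 0.0019). The X chromosome held 36 peaks against 103 expected (exact binomial test, adjusted p = 2.5e-13), and 28 of those 36 (77.8%) were multi-copy. The Y chromosome held 2 peaks against 9.82 expected (exact binomial test, adjusted p = 0.018), and was no longer past the threshold when assembly gaps were left out of the lengths. The number of chromosomes moved most when peaks less than 30 kb apart were joined, which left 2 chromosomes past the threshold, 11 and X.

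**Figure D1:**
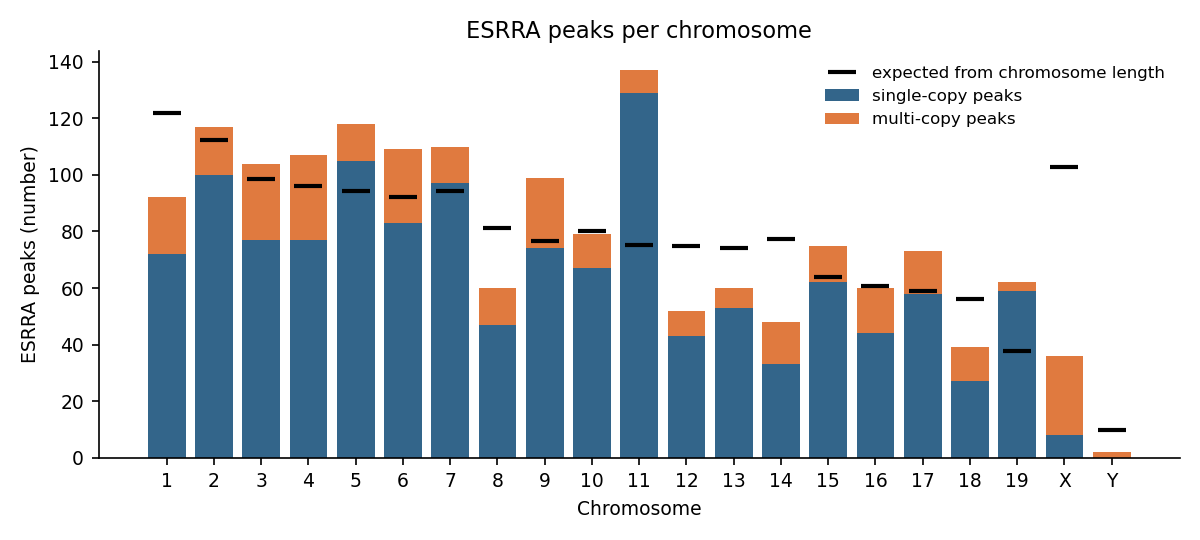
Number of ESRRA peaks on each chromosome, with single-copy peaks in blue, multi-copy peaks in orange and the number expected from chromosome length as a black line. Chromosome 11 holds 137 peaks against 75.2 expected, and X holds 36 against 103, of which 8 are single-copy.

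The second comparison asked whether peaks lay closer to each other than random placement gives, within the 30 kb in which the study linked a peak to a gene. Of the 1639 peaks, 597 had another peak within 30 kb, a share of 36.4% (95% Wilson interval 34.1 to 38.8%). Placing the peaks of each chromosome at random gave a mean share of 4.29% and at most 7.02% over 10000 draws, so that the observed share was 8.48-fold higher (one-sided permutation test, p = 0.0001, the smallest value these draws can give). Over the alternatives the excess ranged from 2.63-fold, when each peak was placed at its own distance from a randomly chosen start site of its chromosome (an alternative chosen after seeing the data), to 17.7-fold for a window of 10 kb, with the same p-value in both. The median gap between neighbouring peaks on a chromosome was 497 kb (quartiles 32.4 and 1901 kb), and 398 of the 1618 gaps were 30 kb or less.

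The third comparison asked how often peaks lay at promoters. The midpoint of 489 peaks, or 29.8% (95% Wilson interval 27.7 to 32.1%), was within 1 kb of an annotated transcription start site. Random placement on the same chromosome gave a mean of 4.29%, and the observed share was 6.95-fold higher (one-sided permutation test, p = 0.001, the smallest value that 1000 draws can give). A distance of 5 kb in place of 1 kb moved this result most, to 2.94-fold. Of the remaining peaks, 37 lay in coding exons, 39 in untranslated exons, 17 in other exons, 478 in introns and 579 between genes. Introns held 29.2% of the peaks where their bases gave 35.6%, and intergenic sequence held 35.3% where its bases gave 57.6%. The median distance to a start site was 5247 bp over all peaks, 3087 bp for single-copy and 34542.5 bp for multi-copy peaks.

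**Figure D2:**
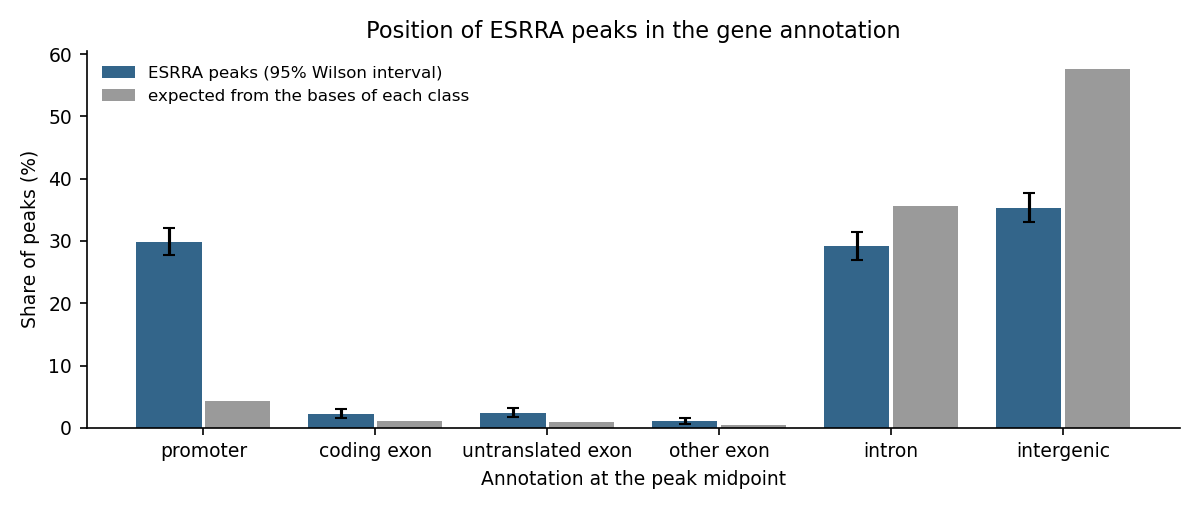
Share of ESRRA peaks by the annotation at the peak midpoint (blue, with 95% Wilson intervals) beside the share of bases of each class on the same chromosomes (grey). Promoters, within 1 kb of a start site, hold 29.8% of the peaks, and intergenic sequence holds 35.3% where its bases give 57.6%.

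Within 30 kb of a peak, the distance that the study used to define target genes, lay a start site of 1956 of the 22367 annotated protein-coding genes (8.75%). Random placement of the peaks gave 1047 ± 39.2 genes (SD over 1000 draws), with a highest value of 1184, so that the observed number was 1.87-fold higher (one-sided permutation test, p = 0.001, the smallest value these draws can give). Within 1 kb of a peak lay a start site of 465 protein-coding genes. Gene expression in Esrra knockout tissue was not analysed here, and hence these genes were not divided into regulated and other genes.

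The fourth comparison asked how many peaks held the ESRR sequence TCAAGGTCA on either strand. It was found in 234 peaks, or 14.3% (95% Wilson interval 12.7 to 16.1%), and in 51 of 3107 flanking windows of the same width 2 kb away (1.64%). The odds ratio was 9.98 (two-sided Fisher's exact test, p = 3.6e-65). The shorter sequence AAGGTCA moved the odds ratio most, to 5.69, with 44.0% of peaks and 12.1% of flanking windows. Against windows matched on GC content and on distance to a start site, 1.34% of which held TCAAGGTCA, the odds ratio was 12.2. It was found in 1 of the 324 multi-copy peaks (0.309%) and in 0.974% of their flanking windows (odds ratio 0.315, two-sided Fisher's exact test p = 0.43). This share depended on the copy number at which a peak was called multi-copy, and was 2.05% (8 of 390 peaks) for more than 2 copies and 2.70% (11 of 408 peaks) for more than 1. Among single-copy peaks, 17.7% held TCAAGGTCA and 51.4% held AAGGTCA. Single-copy peaks at promoters and those farther away did not differ in the share with TCAAGGTCA, at 17.5% and 17.8% (odds ratio 0.975, two-sided Fisher's exact test p = 0.88).

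The sequence lay near the middle of the peaks. In single-copy peaks, 357 of 996 AAGGTCA sites (35.8%) were within 50 bp of the midpoint, where even spacing gives 169 sites (two-sided exact binomial test, p = 2.5e-46). In multi-copy peaks this held for 4 of 45 sites (8.89%, exact binomial test p = 0.17). The 2 bases before AAGGTCA also differed between single-copy peaks and their flanks. TC preceded 32.1% of the sites in peaks and 14.6% of those in flanks (odds ratio 2.77, two-sided Fisher's exact test, adjusted p = 7.9e-09 over 16 pairs of bases). The preference was not for TC alone. CC (odds ratio 2.45, same Fisher's exact test, adjusted p = 7.6e-05) and GC (2.79, adjusted p = 0.0018) were also more frequent in peaks.

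**Figure D3:**
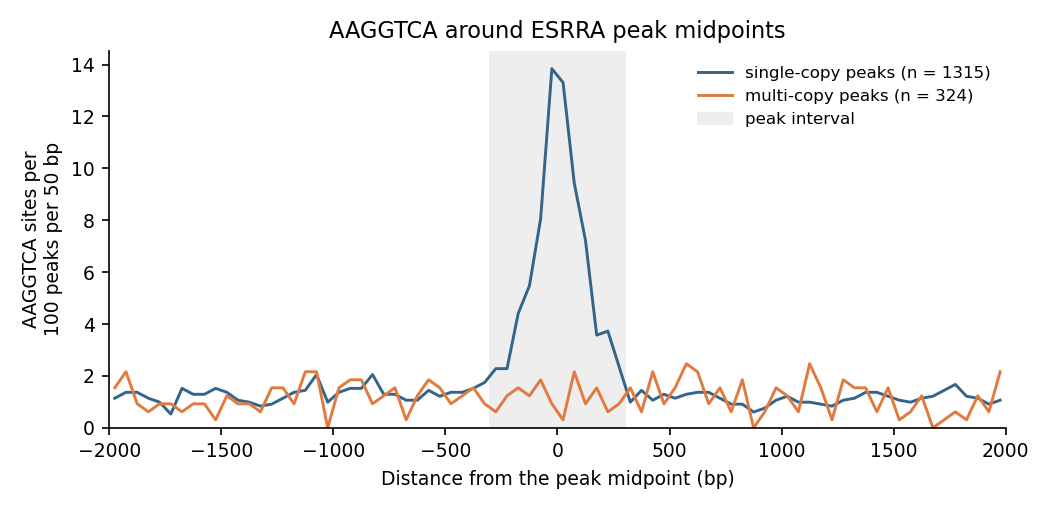
Number of AAGGTCA sites per 100 peaks in 50 bp steps, by distance from the peak midpoint out to 2 kb on each side, for the 1315 single-copy peaks (blue) and the 324 multi-copy peaks (orange); the peak interval is shaded. The sites of single-copy peaks gather at the midpoint, where 35.8% of those inside the peaks lie within 50 bp, and multi-copy peaks show no such rise.

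The peaks nearest to the genes named by the study, and to Esrra itself, were each single-copy and at a promoter. The Abhd11 peak (chromosome 5, 135485334 to 135485934) had its midpoint 58 bp downstream of a start site of this gene, in a coding exon, and all 601 bases lay in annotated exons. It held neither TCAAGGTCA nor AAGGTCA. A half-site in the form CTGAGGTCA lay in the exon at 135485705 to 135485713, in the context AACGCCGATCTGAGGTCAGCCAAGGGCACT, 75 bp from the midpoint. The Cox7a2 peak (chromosome 9, 79607045 to 79607645) had its midpoint 315 bp downstream of the start site, in an intron, with 199 bases in exons. It held GGAAGGTCA at 79607307 to 79607315 in this intron, in the context CGAGTGGACGGAAGGTCAGGGAAAAGGACG. The Esrra peak (chromosome 19, 6996424 to 6997024) had its midpoint 421 bp upstream of a start site of Esrra, outside the gene, and 109 of its bases lay in exons of 1700019N12Rik. It held TCAAGGTCA at 6996827 to 6996835, in the context GGACAAAACTCAAGGTCACTGCGGTGACCG, and TGAAGGTCA at 6996850 to 6996858, in the context GTGACCGAATGAAGGTCACGGGGAAAGGCG, both outside annotated genes. This peak was 1 of a run of 5 peaks within 30 kb of the next, whereas the Abhd11 and Cox7a2 peaks had no neighbour.

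**Figure D4:**
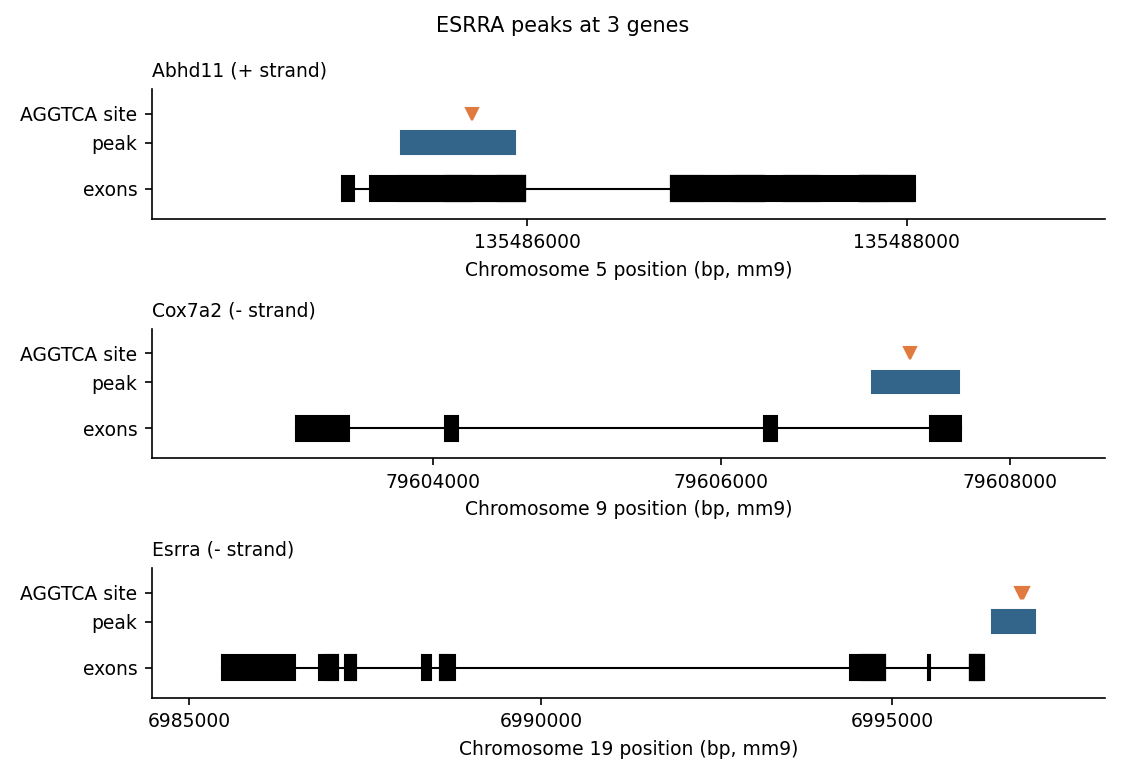
Maps of Abhd11, Cox7a2 and Esrra on mm9, with annotated exons of all transcripts in black, the ESRRA peak in blue and each AGGTCA-containing site described in the text as an orange triangle (those of Esrra, at 6996827 and 6996850, coincide at this scale). Each peak is 601 bp wide and lies within 1 kb of a start site of its gene.

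The 5 densest stretches of 100 kb or less were on chromosomes 9, 9, 5, 19 and 3. The first, on chromosome 9 from 3000197 to 3038305, held 21 peaks, of which 20 were multi-copy, and 16 of the 21 lay at start sites of predicted genes such as Gm10715. None of these peaks held AAGGTCA. The second, on chromosome 9 from 34848072 to 34918471, held 17 peaks, 14 of them in introns, at St3gal4. The third, on chromosome 5 from 33446901 to 33510378, held 14 peaks at Slc5a1, of which 9 were in introns. The fourth, on chromosome 19 from 5794838 to 5845142, held 12 peaks at the noncoding genes Malat1 and Neat1, 8 of them in exons outside the promoters. The fifth, on chromosome 3 from 72689031 to 72770670, held 10 peaks at Sis. TCAAGGTCA was found in 0 peaks of each of these stretches, and AAGGTCA in 2 of 17 peaks at St3gal4, 1 of 14 at Slc5a1, 3 of 12 at Malat1 and Neat1 and 2 of 10 at Sis. The peaks on the Y chromosome, at 1867593 to 1868193 and at 1969805 to 1970405, were both intergenic, and their words had medians of 5371.5 and 8206.5 copies in the genome.

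The share of peaks with the sequence was lower where peaks had neighbours. Single-copy peaks with another peak within 30 kb held TCAAGGTCA in 11.6% of cases and those without one in 22.0% (odds ratio 0.465, two-sided Fisher's exact test p = 1.1e-06). AAGGTCA was found in 60.8% of the 779 isolated single-copy peaks and in 25.7% of the 144 single-copy peaks in runs of 5 or more (odds ratio 0.223, two-sided Fisher's exact test p = 7.3e-15). Peaks in runs of 2 held it in 49.5% and those in runs of 3 to 4 in 32.4% of cases. In the longest runs the share was still higher than the 7.31% in their flanks (odds ratio 4.39, two-sided Fisher's exact test p = 2.8e-06).

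**Figure D5:**
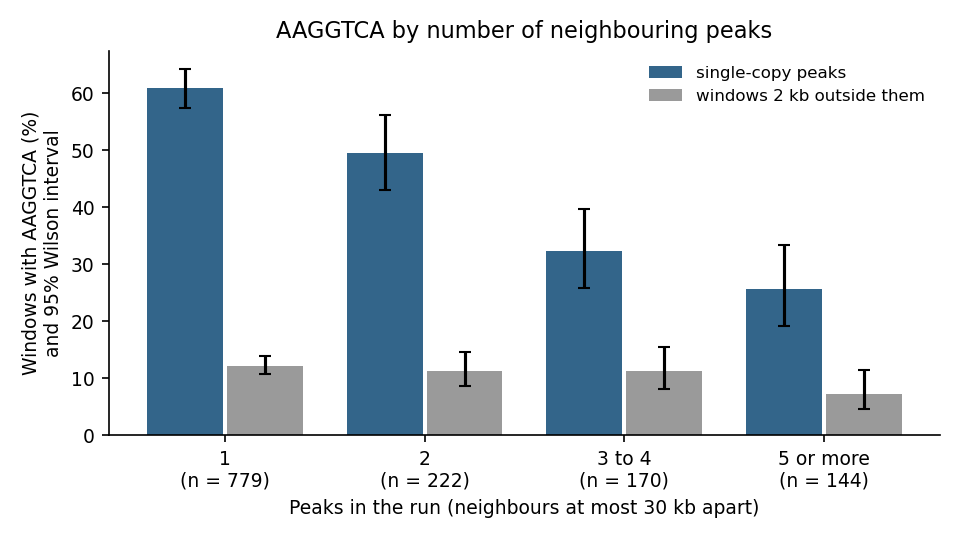
Share of single-copy peaks (blue) and of windows 2 kb outside them (grey) that hold AAGGTCA, by the number of peaks in a run, with 95% Wilson intervals. The share falls from 60.8% for isolated peaks to 25.7% in runs of 5 or more peaks, and lies above that of the flanking windows in each class.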

Values the study reported

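The study reported 1639 regions bound by ESRRA in its ChIP-seq data. It also reported 526 transcripts with lower levels in Esrra knockout intestinal epithelium, and 110 target genes that were both lower in the knockout and within 30 kb of an ESRRA-binding site. Abhd11 and Cox7a2 were given as examples of such genes.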

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

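Alternatives concerning joined peaks, windows, autosomes, span, random shifts and the 10 kb flank were set before the data were examined, except joined peaks at promoters. That one and those concerning copy number, start sites, assembly gaps, GC-matched windows and the sequence TNAAGGTCA were chosen after seeing the data.

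The excess of neighbouring peaks stayed above random placement, at the smallest p-value the draws allow, in all 8 alternatives other than leaving out chromosomes, from 2.63-fold when each peak kept its distance from a randomly chosen start site to 17.7-fold for a window of 10 kb. It ranged from 8.03 to 8.69 over the 21 fits that each left out one chromosome. The excess at promoters ranged from 2.94-fold (within 5 kb) to 8.27-fold (start sites of protein-coding genes) in 5 alternatives, and the odds ratio of the ESRR sequence from 5.69 (AAGGTCA) to 12.2 (GC-matched windows) in 5 alternatives. Each of these kept its direction and its side of the threshold. The number of peaks was 1556 after joining those less than 1 kb apart and 1315 without multi-copy peaks. The share of multi-copy peaks with TCAAGGTCA, 0.309% at more than 10 copies, was 2.70% at more than 1 copy, 2.05% at more than 2, 0.427% at more than 100 and 0 at more than 1000, all chosen after seeing the data.

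The number of chromosomes past the threshold was 11 by chromosome length and depended on the unit counted. It fell to 2 when peaks less than 30 kb apart were joined, to 7 on the 19 autosomes only, and to 6 when the number of start site clusters took the place of length. The 2 chromosomes left after joining, 11 and X, and the 7 left among the autosomes were all among the 11. Of the 6 found with start site clusters, 3 were among the 11 (9, 19 and X), and chromosome 11 was not one of them. The split into more and fewer peaks also depended on the setting. By length 4 chromosomes had more and 7 had fewer, but with start site clusters 4 had more and 2 had fewer. After joining, 1 had more and 1 had fewer. In each of the remaining alternatives, chromosomes with fewer peaks outnumbered those with more. The drop among the autosomes follows in part from having no X and Y to test; for joined peaks and start sites, the cause was not tested. The number was 8 for the span from first to last peak, all among the 11, and 10 for the length without assembly gaps, which were the 11 without Y. Without multi-copy peaks it was again 11, of which 10 were shared: chromosome 9 was no longer among them and chromosome 7 was. The X chromosome held fewer peaks than expected, past the threshold, in each of the 5 alternatives that included it.

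Several alternatives could not be run. A stricter p-value needs a score for each peak, and leaving out each ChIP replicate needs peaks per replicate; neither was analysed here. Settings that kept the wider peaks, or left out the narrowest and widest 5%, had no meaning with a single width, and the comparison of width between peaks with and without a neighbour has no value under any window. The median width of 601 bp in joined regions and on autosomes follows from that single width. No paired analysis was possible because both ChIP libraries entered 1 merged peak list. The missing depth limits every result, since peaks near the calling threshold cannot be told from strong ones.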

Other observations

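The tests on runs of 5 or more peaks were chosen only after the densest stretches and their motif counts had been seen, and the reading of the ribosomal and enterocyte lists beside the lipid list after their values had been seen, and the patterns themselves came from the same peak list. The design held no biological groups to compare, so no difference between such groups was tested as an explanation.

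The 324 multi-copy peaks may not mark ESRRA binding at the place given. The run of 21 peaks at the start of chromosome 9 had a median of 29 copies for its words and no AAGGTCA, which is consistent with repeated sequence that is collapsed in the reference genome. The lower of the medians for the 2 Y peaks was 5371.5 copies, which is also consistent with repeats. Of all multi-copy peaks, 200 fell into 17 families that shared words, the largest of 77 peaks on 20 chromosomes with a median of 9168 copies. Of these 77 peaks, 23 held AAGGTCA and 0 held TCAAGGTCA. Nuclear copies of mitochondrial DNA did not account for any peak: 45.3% of the 24-base words of the mitochondrial genome also occur on the 21 chromosomes, and the highest percentage of such words in any peak was 0. The reads needed to see where multi-copy fragments came from were not analysed here.

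Repeats, start sites and split peaks do not explain the clustering of peaks as a whole. The share of peaks with a neighbour within 30 kb was 40.1% without multi-copy peaks and 32.0% after joining those less than 1 kb apart. Placements that kept the distance of each single-copy peak to a start site reached at most 17.6%. Single-copy peaks in clusters also held TCAAGGTCA more often than their flanks (odds ratio 7.06). The flanks were not matched on accessibility, so this does not exclude nonspecific pull-down of accessible DNA as a source of clustered peaks.

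Single-copy peaks in long runs, taken as a set, held fewer motifs than isolated peaks. The share with AAGGTCA varied from run to run. Whether it varied more than counting error gives in such small runs was not tested. Runs of 5 or more peaks with a single-copy member numbered 22, and several lay at genes known for enterocyte functions. In 6 of the 22 no single-copy peak held AAGGTCA, among them the runs at Anpep, Apob and Muc13. These 6 include the repeated run at the start of chromosome 9. It counts through 1 peak called single-copy, whose words had a median of 8 copies. The run at St3gal4 also counts peaks with medians of 6 copies as single-copy. In another 6 of the 22 runs, 50% or more of the single-copy peaks held AAGGTCA. Among them were those at Atp1b1 (5 of 8), Slc16a5 (4 of 5), Ezr (3 of 6) and Apoa1, Apoa4 and Apoc3 (3 of 6). These genes were named after their values were seen. The odds ratio of 4.39 for AAGGTCA against the flanks shows that these peaks were richer in the sequence than nearby DNA. The flanks were not matched on accessibility or transcription. Nonspecific pull-down of highly accessible or transcribed DNA, as the only source or beside bound sites, therefore stays open. AAGGTCA was in 25.7% of the single-copy peaks of these runs, and in 60.8% of isolated peaks, but weaker sites or ESRRA held by other proteins could give the same, and these cannot be told apart without the reads of input or of a control antibody. The Esrra promoter peak belongs to such a run, in which 3 of 5 peaks held AAGGTCA, and holds TCAAGGTCA.

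The lists of genes showed 2 kinds of excess. Among 84 subunits of oxidative phosphorylation, 49 (58.3%, 95% Wilson interval 47.7 to 68.3%) had a start site within 30 kb of a single-copy peak, where matched lists gave a mean of 10.6% (permutation test with matched lists, one-sided, adjusted p = 0.00017). Promoter GC content and gene density therefore do not account for the excess. Within 1 kb the share was 52.4%. The share within 30 kb was 41.2% of 17 tricarboxylic acid cycle enzymes (matched 11.6%, same permutation test, adjusted p = 0.0019), 17.1% of 76 mitochondrial ribosomal proteins (matched 11.1%, adjusted p = 0.084) and 6.17% of 81 cytosolic ribosomal proteins (matched 11.7%, adjusted p = 0.97). Of 21 genes of dietary lipid absorption, 15 (71.4%) had a peak within 30 kb, where matched lists gave 9.32% (same permutation test, adjusted p = 0.00017). A list of 23 brush-border and other enterocyte genes outside lipid handling, written after Slc5a1 and Sis had been seen in dense stretches and without them, had a peak for 15 genes (65.2%, matched 5.78%, same permutation test, adjusted p = 0.00017). A signal that follows abundant genes of any function is argued against by the cytosolic ribosomal protein genes, which are abundantly expressed in general and had no excess (6.17%), although abundance itself was not measured here. The excess was thus shared by lipid and other enterocyte genes, and whether it reflects binding or nonspecific signal at such genes cannot be told apart without reads.

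The peaks near these lists differed in kind. Of 57 single-copy peaks near oxidative phosphorylation genes, 91.2% were at promoters, 66.7% held AAGGTCA and 3.51% were in runs of 5 or more. Of 35 near lipid absorption genes, 28.6% were at promoters, 37.1% held AAGGTCA (odds ratio 0.295 against the former, two-sided Fisher's exact test p = 0.0091) and 31.4% were in such runs. Of 41 near the other enterocyte genes, 17.1% were at promoters, 24.4% held AAGGTCA (odds ratio 0.161, two-sided Fisher's exact test p = 4.1e-05) and 51.2% were in such runs. The lists are small and the genes within them are neighbours in some cases, such as Apoa1 and Apoc3. Of the long runs, those at genes of the other enterocyte list lay at Anpep, Ezr, Krt20 and Muc13. Those at lipid absorption genes lay at Apob and at Apoa1, Apoa4 and Apoc3. Peaks within a run are not independent, so the tests over peaks overstate the number of independent units.

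The X chromosome had 8 single-copy peaks. Its start sites gave 80.1 and its share of the 56720 TCAAGGTCA sequences of the genome gave 65.1 (two-sided exact binomial test, p = 2.7e-19), so that neither a lack of start sites nor a lack of ESRR sequences accounts for the deficit. A single copy of X in male animals could lower the number of X peaks past the threshold. The labels used here do not give the sex, and with 8 peaks and no read depth per chromosome this cannot be told apart from weaker binding on X.

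Single-copy promoter peaks held TCAAGGTCA more often than GC-matched promoters without a peak, at 17.5% and 0.896% (odds ratio 23.4). Those promoters were not matched on openness. Pull-down of open promoter chromatin is therefore not excluded, above all for promoter peaks without the sequence. GC content does not explain the excess of the sequence in peaks, since 1.34% of GC-matched windows held it where 14.3% of peaks did. Of the 56720 TCAAGGTCA sequences on the 21 chromosomes, 320 (0.564%) lay in a peak.

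Among 12 sequences compared between single-copy peaks and matched windows, 8 were more frequent in peaks at an adjusted p under 0.05. These were the ESRR sequence, the half-site AGGTCA (69.9% against 32.7%, odds ratio 4.78), and the sequences of HNF4 (odds ratio 3.69), YY1 (2.65), ETS (1.90), GATA (1.89), AP-1 (1.71) and KLF or SP (1.29). No difference passed the threshold for CDX, NRF1, CTCF or the reversed ESRR sequence. By exact matching, NRF1 and CTCF were each found in 4 of 1315 peaks, too few to exclude a difference. The YY1 result rests on 9 peaks. GATA did not pass the threshold against the flanks (odds ratio 1.27, two-sided Fisher's exact test, adjusted p = 0.059). Of 2243 8-base words tested without a list, 195 were more frequent in peaks at an adjusted p under 0.05. The first was CAAGGTCA, in 14.5% of peaks and 0.777% of matched windows, and 8 of the first 10 held AAGGTC or AGGTCA. Over all 195 words, 39 held one of these. The other words were not all unrelated to the ESRR sequence: some, such as TTCAAGGT and GTCAAGGT, held CAAGGT, a shorter part of TCAAGGTCA.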
